A study of Danio rerio with 20 samples.

How the data were processed

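RNA from sorted zebrafish OPCs was sequenced in 20 samples, each with its own library and deposited table. Per the labels' protocols, RNA was extracted with a QIAGEN micro kit and libraries were made with the QIAseq UPX kit for 3' transcript ends from 1 ng or 4 ng of RNA. Which amount went into which library is not stated. Groups, replicate numbers and the treatment time of 16 h were taken from the labels.

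Each table, per the file headers, held counts of total, unique, exon and intron reads for 31743 genes with Ensembl identifiers and gene names. Total gene reads were the sum of exon and intron reads, and the expression value equalled the exon reads in all 20 tables. The aligner, genome build, annotation release, strand of counting and any collapsing of molecular identifiers are not stated in the headers or labels. Copies of 1 molecule may therefore have been counted more than once, and limits given for 0 reads and intervals cover counting error only. Reads of overlapping, antisense or near-identical genes may have been shared, and intron reads were counted with the gene they lie in. Coordinates are those of the deposited tables, whose build is not named. The deposited columns headed TPM and RPKM were identical in all 20 tables and held CPM values, that is exon reads scaled by a library total larger than the exon reads listed, with no scaling by gene length. They were used in 1 alternative.

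Total gene reads were used as the main counts. In each comparison genes were filtered with edgeR's filterByExpr (minimum count 10, minimum total 15), libraries were normalised with TMM, and edgeR's robust quasi-likelihood test was fitted (edgeR 4.0.16, limma 3.58.1, R 4.3.3). P-values were adjusted with the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Each treatment was fitted with its own control in 10 libraries. The difference between both responses, (4AP minus its control) minus (demyelination minus its control), was fitted on all 20 libraries with 1 coefficient per group. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Normalised CPM of a named gene used the TMM factors of its comparison.

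Lists of genes were tested with camera (preset correlation 0.01) and fry on log2 CPM with a prior count of 2. The 9 lists were OPC identity, myelin and differentiation, proliferation, immediate early, sterol synthesis, protein folding stress, microglia and macrophage, neuron, and astroglia and radial glia. All members had an entry in the tables except 1 of myelin and differentiation, where 17 of 18 matched. Library measures and lineage markers were compared with two-sided exact permutation tests over 252 splits.

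The genes named were chosen by a rule. It took the 4 largest rises and 4 largest falls among called genes with a symbol, a mean of at least 20 reads and, in the treatment comparisons, no overlap between groups. Where 0 genes were called it took the 2 smallest p-values. It added up to 6 called members of each list, by smallest p, and 6 lineage markers. The groups, tests, this rule, the lists and most alternatives were chosen before the data were examined.

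The alternatives were DESeq2 1.42.0 (its size factors, or its Wald test), library totals in place of TMM, voom with sample quality weights, no filter or at least 10 reads in every library of a group, a threshold of 0.01, a test against a fold change of 1.5, thinning to the smallest library, exon reads, limma on log2 of the deposited CPM plus 1, a replicate block, the library total or the prefix as a term, the prefix as the split, a fit on all 20 libraries, and leaving out each library. For the correlation genes with a mean of at least 50 reads were also used, and for the lists camera with an estimated correlation and a permutation test of list means. Added after seeing the data were unique gene reads, thinning without demyelination control 1, leaving out the genes whose reads did not follow depth, and leaving out each library from the library measures and lineage markers.

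The tests were tried on counts simulated from the means, dispersions and depths of these libraries, with 200 genes changed. Of genes changed by 2 on the log2 scale, edgeR recovered 74 of 100 for 4AP (5161 genes, 3 false calls), 70 of 100 for demyelination (823 genes, 2 false calls), 75 of 100 for the controls (1998 genes, 8 false calls) and 4 of 100 for the difference (3981 genes, 0 false calls). Of genes changed by 1 it recovered 8, 17, 22 and 0 of 100. Camera gave a list of 15 shifted genes a p of 3.96e-11, 0.000157, 6.02e-08 and 2.06e-05 in the same order. The simulated genes were drawn independently of each other. These p-values therefore do not show how camera performs where genes of a list are correlated, or with fewer genes.

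Pairs of libraries in a group were checked for duplicates with a chi-square test over genes. All pairs differed at a p under 0.05 except demyelination controls 1 and 3 (chi-square per degree of freedom 1.02, p = 0.292 across genes). When the other demyelination controls were thinned to the 1180 reads of control 1, 7 of 12 pairs also showed no difference at a p under 0.05, so a duplicate could not be recognised at this depth. Both were counted as separate samples. No library was left out of the main comparisons.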

Results

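Gene expression was measured by 3' RNA sequencing of oligodendrocyte precursor cells (OPCs, glial cells that give rise to myelinating oligodendrocytes) sorted from zebrafish treated for 16 h. The 20 libraries formed 4 groups of 5. The groups were 4-aminopyridine (4AP, a potassium channel blocker that raises neuronal activity), a 4AP control, demyelination induced by capsaicin acting on the TRPV1 channel, and a demyelination control. The title of the series contrasts adaptive with regenerative myelination, so each treatment was compared with its own control and both responses were compared with each other. The control groups were also compared, as a measure of how far the experiments differed before any treatment.

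Depth varied widely. Total gene reads (exon plus intron reads assigned to genes) were 163158 to 897620 in the 4AP controls, 356494 to 1744483 in 4AP, 1180 to 282966 in the demyelination controls and 38314 to 3528970 in demyelination. The lowest total was that of demyelination control 1 and the highest that of demyelination 5. A gene with 0 reads could have been present at up to 2542 CPM (reads scaled to a common library total) in demyelination control 1 and up to 0.850 in demyelination 5, the levels that 3 reads would give. The names of the deposited tables carried a prefix, P1, P2 or P3, whose meaning is not stated and which was treated as a possible batch. The 4AP controls 1 to 4 had P1, 4AP control 5 and the 5 4AP libraries had P2, and all 10 libraries of the demyelination experiment had P3.

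**Figure D1:**
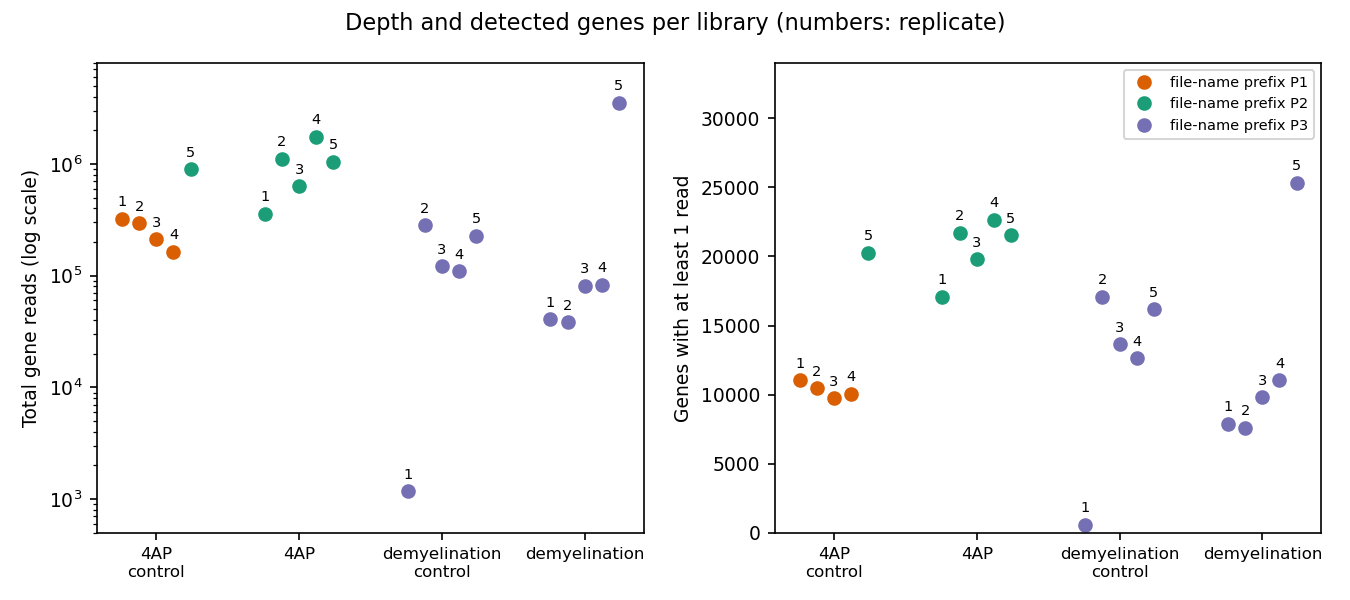
Total gene reads (left, log axis) and number of genes with at least 1 read (right) by group; each point is 1 library, the number above it is its replicate and its colour is the prefix. The 4AP control 5 lies at 897620 reads and 20281 genes, within the range of the 4AP libraries, and demyelination control 1 lies at 1180 reads and 592 genes.

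The number of genes with at least 1 read was 20554 ± 2191 in 4AP and 12320 ± 4477 in its control (SD, n = 5, two-sided exact permutation p = 0.0238), which did not pass after Benjamini-Hochberg adjustment over the 6 tests of library measures (adjusted p = 0.143) and did so without 4AP control 5 (exact permutation p = 0.00794, adjusted p = 0.0476). Total reads were 980041 ± 528552 in 4AP and 378409 ± 297256 in its control (SD, n = 5, exact permutation p = 0.0556, adjusted p = 0.167). The exact p for total reads was 0.0238 without 4AP control 5, and also without 4AP 1 (adjusted p = 0.0714 in both). The mitochondrial share of reads was 13.9% ± 2.96 in 4AP and 10.1% ± 6.48 in its control (SD, n = 5, exact permutation p = 0.270, adjusted p = 0.540), and the exact p was 0.0397 without 4AP control 5 (adjusted p = 0.0794). Within P2 there was a single control, so no replicated test within a prefix was possible. In the demyelination experiment total reads were 754459 ± 1551140 in demyelination and 148377 ± 109707 in its control (SD, n = 5, exact permutation p = 0.913, adjusted p = 0.952). Genes detected were 12330.4 ± 7403 and 12028 ± 6645 (SD, n = 5, exact permutation p = 0.952, adjusted p = 0.952). The mitochondrial share was 18.8% ± 8.41 and 15.7% ± 1.61 (SD, n = 5, exact permutation p = 0.492, adjusted p = 0.738), and the exact p was 0.0159 without demyelination 3 (adjusted p = 0.0714). With 5 libraries per group the smallest possible exact p was 0.00794.

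Values of 6 lineage markers were examined in every group, in CPM of all gene reads. The transcription factor gene olig2 (ENSDARG00000040946, chromosome 9, 32751428 to 32753535) was at 100 ± 45.6 in the 4AP controls, 100.8 ± 17.6 in 4AP, 87.8 ± 52.5 in the demyelination controls and 33.9 ± 34.4 in demyelination (SD, n = 5). Exact permutation p-values for olig2 were 0.960 for 4AP and 0.119 for demyelination at n = 5, and 0.960 and 0.286 after adjustment over the 12 marker tests. Demyelination control 1, at 0 reads for all 6 markers, could not have shown a gene at these levels. Without it olig2 was at 110 ± 21.6 in the other 4 demyelination controls (SD, n = 4, exact permutation p = 0.0238 against demyelination, n = 5, adjusted p = 0.0635). In the 4AP experiment 3 markers separated the groups without overlap, each with an exact permutation p of 0.00794 and an adjusted p of 0.0317. They were pdgfra (110 ± 27.2 in controls, 246 ± 116 in 4AP), cspg4 (16.1 ± 5.77 and 53.5 ± 13.1) and mbpa (85.4 ± 36.2 and 168 ± 51.0; SD, n = 5, exact tests as above). These values were scaled by library totals alone. The TMM factors used in the fits were 0.786 to 0.981 in the controls and 1.08 to 1.21 in 4AP. After TMM all 3 markers overlapped. For cspg4, 4AP control 1 was then at 33.7 and 4AP 3 at 29.8. The order also changed between 4AP control 5 and 4AP 2 for pdgfra, and between 4AP control 4 and 4AP 4 for mbpa. Only cspg4 also passed edgeR's test over all genes. There pdgfra had a log2 fold change of 0.81 ± 0.32 (SE, adjusted p = 0.0918) and mbpa of 0.69 ± 0.33 (SE, adjusted p = 0.149). In library-total CPM the value of 4AP control 5 was 154 for pdgfra, 118 for mbpa and 14.5 for cspg4. When each library was left out in turn, the adjusted exact p of pdgfra and of cspg4 was above 0.05 in 6 of 10 fits (up to 0.127 for each) and that of mbpa in 7 (up to 0.159). Groups that do not overlap stay apart when a library is left out, and with 5 against 4 libraries such groups gave exact p-values of 0.00794 to 0.0397. These losses therefore do not show that any of these groups came to overlap in library-total CPM. They came from the exact p-values of the smaller groups or from the adjustment over the 12 marker tests. Without 4AP 1, cspg4 kept an exact permutation p of 0.00794, while its adjusted p was 0.0714. For sox10 and plp1a the adjusted exact permutation p-values were 0.0952 and 0.313 in the 4AP experiment. In the demyelination experiment the adjusted exact permutation p-values of sox10, pdgfra, cspg4, mbpa and plp1a were 0.369, 0.727, 0.514, 0.313 and 0.514. There mbpa was at 319 ± 264 in the controls and 131 ± 90.1 in demyelination (SD, n = 5; edgeR log2 fold change -1.15 ± 0.56 SE, adjusted p = 0.459). Without demyelination control 1, mbpa was at 398 ± 225 in the controls (SD, n = 4, exact permutation p = 0.0317, adjusted p = 0.0635), and the adjusted p-values of sox10, pdgfra, cspg4 and plp1a were 0.0952, 0.960, 0.219 and 0.219. At most 37 reads of olig2 were counted in any library of that experiment.

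To ask what 4AP changed, its 5 libraries were compared with their 5 controls. Of 5161 genes tested, 674 had an edgeR adjusted p under 0.05, 154 higher and 520 lower in 4AP. Fold changes were relative to the trimmed mean, against which the median gene stood at 0.19 on the log2 scale. The groups did not overlap at 256 of the called genes, and at 492 of all genes tested (9.53%), where chance gives 0.794%. With the prefix as a term in the model 0 genes passed and 106 had an unadjusted p under 0.05, and with the library total as a term 0 passed and 496 had an unadjusted p under 0.05. Without 4AP control 5, the single control named P2, 2140 genes passed, 1155 higher and 985 lower, and without 4AP control 2, 271 did. More genes were also higher than lower with library totals in place of TMM (411 and 207), with voom (1299 and 902) and with limma on the deposited scaled values (929 and 100). Because P1 held controls alone and P2 held 1 control, no replicated comparison within a prefix was possible. In principal components of log2 CPM, the first component (56.8% of variance) placed the P1 controls at 55.8 to 68.2, the 4AP libraries at -45.2 to -37.6 and control 5 at -38.8.

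**Figure D2:**
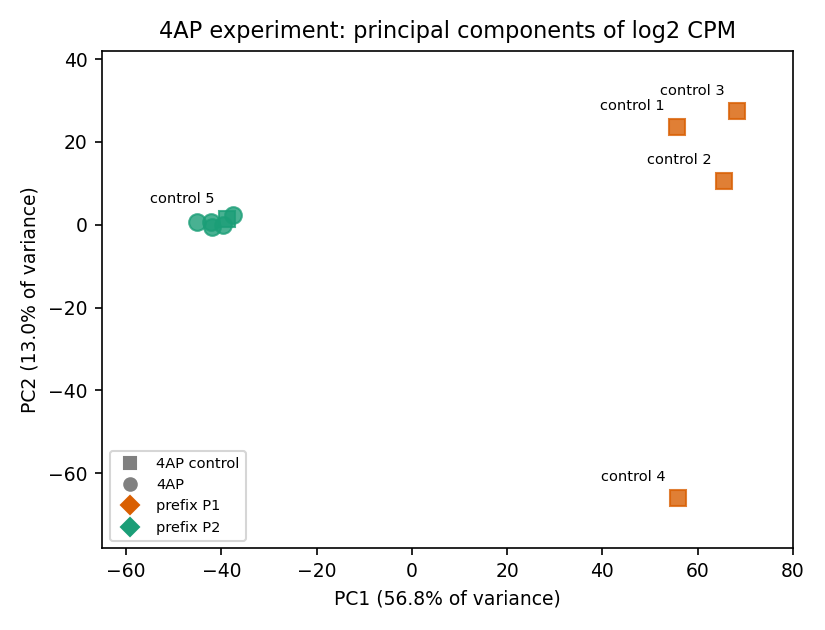
First and second principal components of log2 CPM in the 10 libraries of the 4AP experiment; squares are controls, circles are 4AP libraries and colour is the prefix. The 4 P1 controls lie at 55.8 to 68.2 on the first component, and control 5, named P2, lies at -38.8 among the 4AP libraries.

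The largest rises among genes that met the naming rule were in sfrp5 (a secreted Wnt-binding protein, ENSDARG00000039041, chromosome 13, 39911551 to 39947335), hs3st4, rtn4r (the Nogo receptor gene, ENSDARG00000090035, chromosome 5, 10765611 to 10946379) and klc1a. Normalised CPM of sfrp5 were 8.06 ± 9.80 in the controls and 72.9 ± 59.0 in 4AP (SD, n = 5), a log2 fold change of 2.63 ± 0.67 (SE, edgeR adjusted p = 0.0194). Values of rtn4r were 5.74 ± 4.13 and 39.2 ± 8.04 (SD, n = 5), a log2 fold change of 2.49 ± 0.53 (SE, edgeR adjusted p = 0.00809), with 85.9% of its reads in introns. The log2 fold changes of hs3st4 and klc1a were 2.52 and 2.06 (edgeR adjusted p = 0.0116 and 0.0307), with 98.8% and 94.8% of reads in introns. The largest falls were in ap3b1a, ckmt1 (mitochondrial creatine kinase, ENSDARG00000016598, chromosome 25, 21829777 to 21847553), timm10 and aclya. Normalised CPM of ckmt1 were 201 ± 115 in the controls and 24.0 ± 4.62 in 4AP (SD, n = 5), a log2 fold change of -3.0 ± 0.45 (SE, edgeR adjusted p = 0.0029), and control 5 was at 40.4. The log2 fold changes of ap3b1a, timm10 and aclya were -3.01, -2.97 and -2.66 (edgeR adjusted p = 0.0029, 0.00316 and 0.0029), with 86.0% of ap3b1a reads in introns. When each library was left out in turn, klc1a lost its call in 4 of the 6 fits that tested it and sfrp5 in 1 of 10, and the other 6 genes kept theirs in all 10.

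Gene lists fixed beforehand were tested as sets. In the 4AP comparison 2 of 9 lists passed camera's test with a preset correlation. The immediate early list (genes induced rapidly by cell stimulation) was lower in 4AP (18 genes tested, median log2 fold change -0.76, 5 higher, adjusted p = 0.00453), and so was the microglia and macrophage list (4 genes tested, median -1.32, 0 higher, adjusted p = 0.0064). Both held under fry (adjusted p = 0.00589 and 0.0116) and neither held with camera's estimated correlation (adjusted p = 0.243 and 0.289). Among 100 splits of the libraries, the real one included, 24 gave at least 2 lists past camera's test with the preset correlation. Chance is therefore not excluded for that number of lists. Under fry OPC identity and myelin and differentiation also passed, both higher (adjusted p = 0.0125 each), where camera gave 0.281 (8 genes) and 0.275 (14 genes). The neuron list (10 genes) had an adjusted p of 0.107, and passed in the fits without 4AP control 1, 2, 4 or 5 or without 4AP 1 (adjusted p = 0.00763 to 0.0453). The adjusted p was 0.405 for proliferation (16 genes), 0.406 for sterol synthesis (1 gene), 0.565 for protein folding stress (17 genes) and 0.565 for astroglia and radial glia (11 genes).

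Of the immediate early genes, 7 passed over all genes tested and 9 when adjusted over the list alone, all lower. Normalised CPM of ier2a (ENSDARG00000099195, chromosome 3, 33761549 to 33762726) were 855 ± 293 in the controls and 246 ± 61.1 in 4AP (SD, n = 5), a log2 fold change of -1.79 ± 0.31 (SE, edgeR adjusted p = 0.00331), and control 5 was at 357. Those of fosab (ENSDARG00000031683, chromosome 20, 46552311 to 46554440) were 756 ± 102 and 324 ± 75.1 (SD, n = 5), a log2 fold change of -1.22 ± 0.24 (SE, edgeR adjusted p = 0.00616), and control 5 was at 667, above all 5 4AP libraries. The log2 fold changes of dusp5, egr4, junba and klf2a were -3.0, -1.83, -1.25 and -1.50. With the prefix as a term the log2 fold change was -1.04 for fosab, -0.54 for ier2a and 0.0145 for klf2a, the last with the opposite sign, each with an adjusted p of 0.999.

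Of the microglia and macrophage genes, 2 passed over all genes and 4 when adjusted over the list alone. Normalised CPM of apoeb (ENSDARG00000040295, chromosome 16, 23960744 to 23963461) were 1157 ± 466 in the controls and 464 ± 62.8 in 4AP (SD, n = 5), a log2 fold change of -1.31 (edgeR adjusted p = 0.011), and control 5 was at 506. The log2 fold change of lcp1 was -1.70 (edgeR adjusted p = 0.0116). Among OPC identity genes cspg4 (log2 fold change 1.42, 94.4% of reads in introns) and sox6 (1.15) were higher, and among myelin and differentiation genes tcf7l2 (1.15) and ugt8 (1.51), with edgeR adjusted p-values of 0.0323, 0.0334, 0.0282 and 0.0397. These 2 genes of each list were also the number adjusted over the list alone. The genes slc1a3a, top2a and xbp1 were lower (log2 fold changes -1.89, -1.52 and -1.18, edgeR adjusted p = 0.01, 0.0291 and 0.0321), and in each of their lists 1 gene passed over all genes and adjusted over the list alone. Leaving out each library in turn removed the calls of cspg4, ugt8 and xbp1 in 7 of 10 fits, of klf2a, sox6 and top2a in 6, of tcf7l2 in 4 and of junba in 2.

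**Figure D3:**
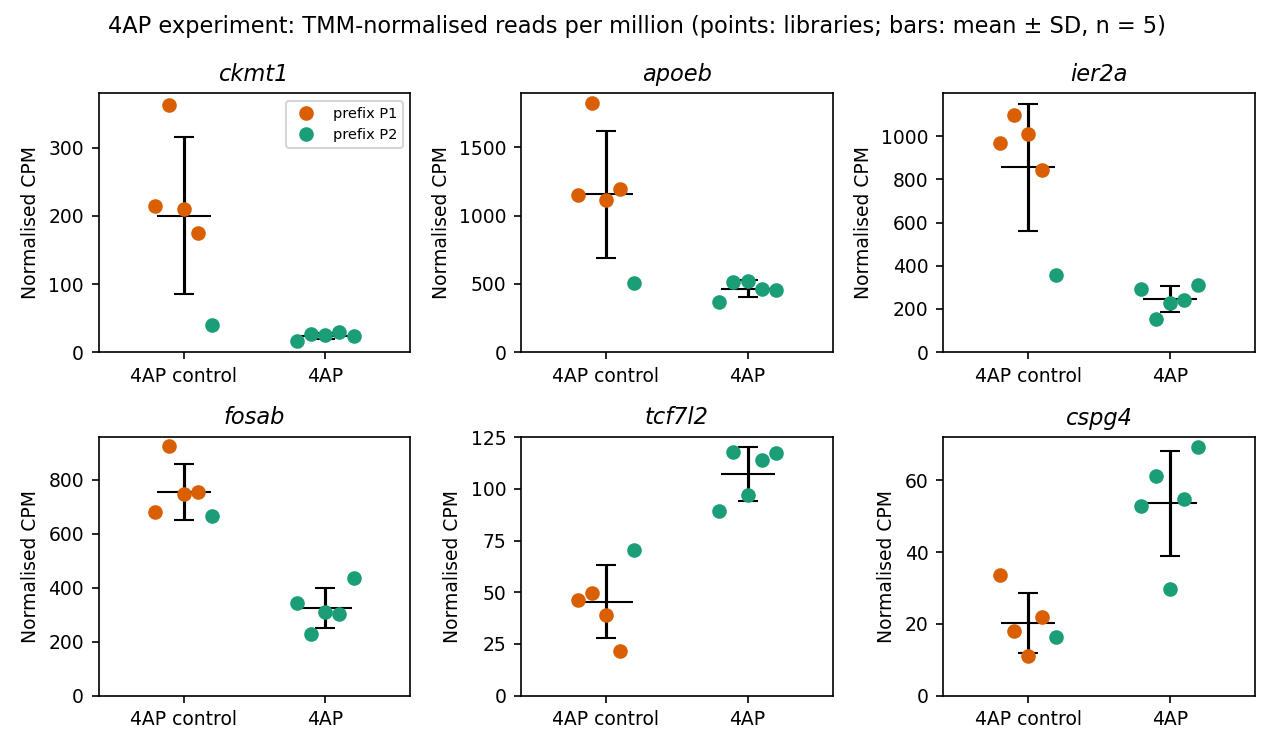
TMM-normalised CPM of 6 genes in the 4AP experiment; points are libraries coloured by prefix, and bars are the mean and SD of 5 libraries. Control 5 (P2) lies near the 4AP libraries for ckmt1 (40.4), apoeb (506) and ier2a (357), and with the other controls for fosab (667) and cspg4 (16.4).

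The demyelination libraries were compared with their controls to ask what demyelination changed. Of 823 genes tested, 0 had an edgeR adjusted p under 0.05 and 78 had an unadjusted p under 0.05. The groups did not overlap at 17 of all genes tested (2.07%), where chance gives 0.794%. Testing every gene with a read moved the count most, to 7 of 25772. Without demyelination control 1, the shallow library, 1157 genes were tested, 0 passed and 149 had an unadjusted p under 0.05. Without demyelination 2, and also without demyelination 3, 1 gene passed. On counts simulated at these depths edgeR recovered 70 of 100 genes changed by 2 on the log2 scale and 17 of 100 changed by 1, with 2 false calls among 823 genes. The smallest p-values, not past the threshold, were those of ahnak (ENSDARG00000061764, chromosome 14, 26759332 to 26796334; log2 fold change 1.36 ± 0.35 SE) and cpa4 (ENSDARG00000043722, chromosome 25, 16582172 to 16589461; 1.22 ± 0.34 SE), both with an edgeR adjusted p of 0.459.

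In the same comparison 0 of the 7 testable lists passed. Myelin and differentiation had an adjusted p of 0.415 (6 genes, median log2 fold change -1.13, 1 higher), and it passed, lower in demyelination, without demyelination control 1 (adjusted p = 0.00322). The other 6 lists each had an adjusted p of 0.910, with 2 genes tested for OPC identity, 6 for immediate early, 3 for neuron, 3 for astroglia and radial glia, 1 for microglia and macrophage and 1 for protein folding stress. Proliferation and sterol synthesis had 0 genes tested. With all libraries, fry gave myelin and differentiation an adjusted p of 0.956. Fry weighted the libraries alike, demyelination control 1 with its 1180 reads included, and was not run without it. That value therefore cannot tell whether this library hid a difference. Of the list members 0 passed, over all genes or adjusted over the list alone.

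In the demyelination experiment 9 of 128 genes with a median of at least 50 reads did not follow depth. These genes were chosen after their values were seen. Their summed reads were 1657 to 2563 in 8 of the 10 libraries, whose totals differed 92.1-fold, and 32 in demyelination 3 and 4 in demyelination control 1. At the median share of those 8 libraries, demyelination 3 would have held 1315 such reads.

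**Figure D4:**
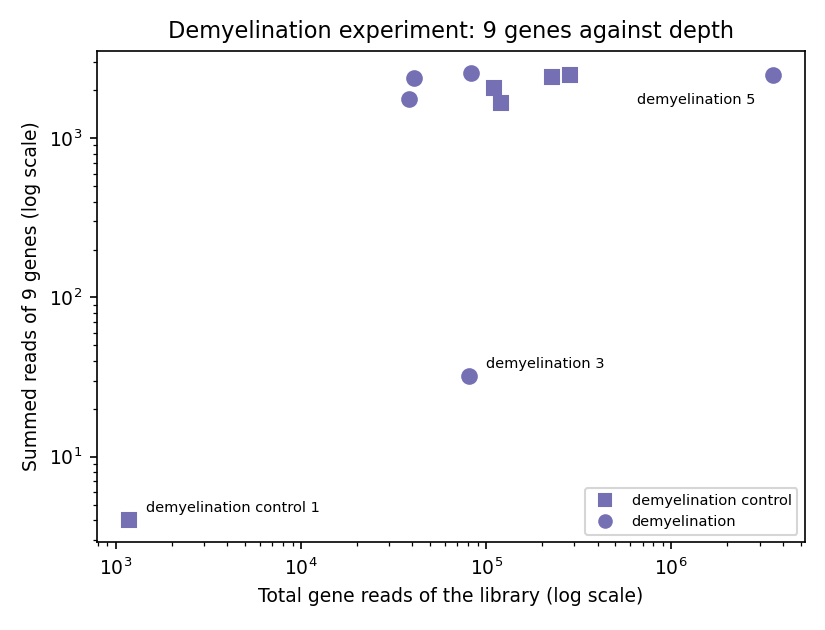
Summed reads of 9 genes against total gene reads in the 10 libraries of the demyelination experiment, both on log axes; squares are controls and circles are demyelination libraries. The sums are 1657 to 2563 in 8 libraries, 32 in demyelination 3 and 4 in demyelination control 1.

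The difference between both responses was tested in a single model of all 20 libraries. Of 3981 genes, 66 had an edgeR adjusted p under 0.05, with the 4AP response the higher at 14 and the lower at 52. With the prefix as a term 0 passed and 98 had an unadjusted p under 0.05. Without 4AP control 5 the count was 738, without demyelination 3 it was 145, and without demyelination control 2 it was 3. The largest positive differences were in gpm6ab (3.08 ± 0.80), fgfbp2b (2.78 ± 0.67), smarcc1a (2.69 ± 0.69) and qki2 (2.69 ± 0.60), as log2 ratios ± SE (edgeR adjusted p = 0.0429, 0.0388, 0.0428 and 0.0304). The largest negative ones were in cdh23_1 (-5.35 ± 0.92), cox6a2 (-4.09 ± 1.04), rtkn2b (-3.99 ± 0.95) and gcnt3 (-3.86), with edgeR adjusted p-values of 0.00532, 0.0428, 0.0388 and 0.0388. From the lists cldn19 passed (2.59 ± 0.67 SE, edgeR adjusted p = 0.0428). Normalised CPM of rtkn2b (ENSDARG00000052903, chromosome 21, 11256425 to 11327830) were 9449.8 ± 5059 in the 4AP controls, 655 ± 156 in 4AP, 21.6 ± 21.8 in the demyelination controls and 34.5 ± 33.7 in demyelination (SD, n = 5), and 4AP control 5 was at 530.3. Of the reads of rtkn2b, gcnt3 and cdh23_1, 99.9%, 99.7% and 100% were in introns. With the prefix as a term the differences for cox6a2, rtkn2b and gcnt3 changed sign. Leaving out each library in turn removed the call of cox6a2 in 17 of 20 fits, of gpm6ab and smarcc1a in 16, of rtkn2b and cldn19 in 15, of gcnt3 in 14, of fgfbp2b in 11, of qki2 in 7 and of cdh23_1 in 1.

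For the difference 0 of 9 lists passed. The adjusted p was 0.0595 for neuron (8 genes), 0.102 for OPC identity and for sterol synthesis, 0.143 for myelin and differentiation, 0.160 for immediate early, 0.252 for microglia and macrophage, 0.626 for proliferation, and 0.773 for protein folding stress and for astroglia and radial glia. Neuron, OPC identity and myelin and differentiation passed without demyelination control 1 (adjusted p = 0.0156 each). Neuron also passed in the fits without 4AP control 5, without 4AP 1, 2 or 4 and without demyelination 4 (adjusted p = 0.0145 to 0.0474). With all libraries, fry gave neuron, OPC identity and myelin and differentiation adjusted p-values of 0.769, 0.769 and 0.898. Here too fry weighted demyelination control 1 like the other libraries and was not run without it. These values therefore cannot tell whether that library hid a difference. Adjusted over the list alone, 5 genes of myelin and differentiation passed, 2 of OPC identity and 1 each of immediate early, microglia and macrophage, and neuron, against 1 in all over all genes.

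Across the 803 genes tested in both experiments, the log2 fold changes of the responses had a Pearson r of 0.0261 and a Spearman rho of 0.0805. This correlation is across genes, which are not independent replicates. Relabelling the libraries within each experiment gave values of r from -0.454 to 0.358. The sign was the same in both at 446 genes (55.5%), and 0 genes were called in both. Of the 165 genes called in 4AP and tested in demyelination, 70 had the same sign. Leaving out demyelination 1 moved r most, to 0.112.

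Between the 5 4AP controls and the 5 demyelination controls, 1998 genes were tested and 517 had an edgeR adjusted p under 0.05, 283 higher and 234 lower in the 4AP controls. The groups did not overlap at 219 of the called genes, and at 283 of all genes tested (14.2%), where chance gives 0.794%. The count was 1185 without 4AP control 5 and 813 without demyelination control 1. With limma on the deposited scaled values it was 23. The experiments had no prefix in common, so experiment and prefix could not be told apart.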

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

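Tests chosen only after the result was seen were the count of called genes not tested after thinning, and those of control 5 at genes called without it, of control 5 at the genes that differed between the responses, and of the single immediate early and microglia lists. The limits by which a position of control 5 was judged were also set after values were seen. Within groups of 5 libraries, 16 of 120 sets of values (13.3%) had a library whose gap to the nearest other exceeded 0.71 of the range. Chance gives about 1 in 20 for independent values with a normal distribution. Read totals and CPM need not be normal, and many sets were of genes named for large differences in these same data. The share therefore cannot be judged against 1 in 20. Of the 16 sets, 7 were in 4AP control 5 and 3 in 4AP 1.

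The 4AP control 5 stood far from the other controls of its group in total reads (897620, nearest 323598) and genes detected (20281, nearest 11048). It also did so in normalised CPM of gpm6ab (352), cdh23_1 (11.8), cox6a2 (4.43), rtkn2b (530.3) and gcnt3 (39.9). It is the single control named P2, the prefix of all 4AP libraries. A difference between prefixes is a candidate explanation for the calls between 4AP and its control. On a scale from 0 (mean of controls 1 to 4) to 1 (mean of 4AP), its median position was 0.787 over the 674 called genes, and it was nearer 4AP at 578 of them (85.8%). It lay inside the range of the 4AP libraries at 53.6%, where a sixth library of that group would by chance at 66.7%. At the 154 genes higher in 4AP that share was 20.8% and at the 520 lower ones 63.3%. Calling these genes with control 5 as a control favours genes where it lies away from 4AP. Over the 2140 genes called without it, the median position was 0.923 and it lay inside the range at 62.9%, and over the 66 genes that differed between the responses it did so at 66.7%. Exchanging control 5 for a 4AP library, which kept the P1 controls together, gave at least as many calls in 1 of the 5 exchanges (1010 with 4AP 1, 364 to 649 with the others). The position needed by a prefix difference was thus present. A part due to 4AP stays open, as untested, and so does a mislabelled control 5. A single library cannot separate these.

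Among 100 splits of the 10 libraries, the real one included, 2 gave as many calls between 4AP and its control as the 674 observed. The other such split exchanged control 5 and 4AP 1, and so followed the prefix as the real one does. With the prefix as a term, 0 genes passed. Depth differed between P1 and P2, and thinning every library to 163158 reads left 262 of the 332 called genes still tested past the threshold (78.9%), all 332 with the same sign. This argues against depth, as the number of reads, as the whole cause for those 332. Thinning equalises reads and not the number of genes detected at a given depth. That number differed, with 11048 genes at 323598 reads in 4AP control 1 and 17096 at 356494 in 4AP 1. Whether such a difference between libraries made the calls was therefore not tested. The other 342 called genes could not be tested after thinning, so depth stays open for them. With the library total as a term 0 of the 674 passed, 496 of all genes tested had an unadjusted p under 0.05, and all 23 named genes lost their call. Because the library total differed between the prefixes as well, this loss cannot be assigned to depth, prefix or 4AP.

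For the gene lists of the 4AP comparison, 24 of 100 splits gave at least 2 called lists. Chance is therefore not excluded for the number of lists called. The lower of both lists' positions of control 5 was -1.85, that of the immediate early list, so the lists did not share 1 pattern. The immediate early mean of control 5 was 6.68 in log2 CPM, against 5.74 to 6.23 in the 4AP libraries and 5.95 to 6.55 in controls 1 to 4. A prefix difference alone would put it near 4AP, but this is 1 library, so a response to 4AP and a prefix difference cannot be told apart here. For the microglia and macrophage list the position was 0.873, which is consistent with a prefix difference.

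The responses differed at 66 genes by a test of the difference itself, and 1 of 100 relabellings within the experiments, the real one, gave as many. The named differences were 3.08 for gpm6ab, 2.78 for fgfbp2b, 2.69 for smarcc1a, 2.69 for qki2, 2.59 for cldn19, -5.35 for cdh23_1, -4.09 for cox6a2, -3.99 for rtkn2b and -3.86 for gcnt3 on the log2 scale. The median position of control 5 over the 66 genes was 0.901, so a prefix difference within the 4AP experiment may account for much of this result. A difference between adaptive and regenerative conditions stays open, as untested. For the lists of the difference, with 0 called, 100 of 100 relabellings gave as many. Intron reads made up nearly all reads of cdh23_1, rtkn2b and gcnt3, and reads shared with overlapping genes were not tested.

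In 4AP 1, the values far from the other 4AP libraries were 452 CPM for pdgfra (nearest 224), 175 for sfrp5 (nearest 70.1) and 44.6 for klf2a (nearest 26.1). In 4AP 5 rtn4r was at 53.1 (nearest 38.8). The 4AP 1 library was the shallowest of its group, at 356494 reads. No explanation was tested for these values, and the design gives no group within 4AP.

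In the demyelination experiment, control 1 had 592 genes detected (nearest 12644), with 1180 reads, and demyelination 5 had 3528970 reads (nearest 83149) and 25333 genes (nearest 11027). In demyelination 2 plp1a was at 52.2 CPM (nearest 12.3), where 1 read is 26.1, and in demyelination 4 cldn19 was at 50.6 (nearest 34.6). These last values rest on few reads, and no biological explanation was tested. The 0 calls between demyelination and its control were reached by 100 of 100 splits, as a count of 0 always is. Without control 1 and with the rest thinned, the count was again 0, with 31 genes at an unadjusted p under 0.05, which could not show whether depth hid a difference. For the lists, also with 0 called, the number was 100 of 100.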

How the results depend on the processing

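Unique gene reads, thinning without demyelination control 1, leaving out the genes whose reads did not follow depth, and leaving out libraries from the library measures and lineage markers were chosen after seeing the data.

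For 4AP against its control, 674 genes passed. The count was 2201 with voom (1299 higher and 902 lower) and 1029 with limma on the deposited scaled values (929 higher and 100 lower). It was 133 at an adjusted p under 0.01 (2 higher and 131 lower) and 164 against a fold change of 1.5 (3 higher and 161 lower). After thinning it was 324 of 1745 tested (104 higher and 220 lower). It was 194 with exon reads (30 higher and 164 lower) and 448 with the replicate block (143 higher and 305 lower). With the library total as a covariate it was 0, and also with the prefix as a term. With the prefix as the split it was 2874 (1628 higher and 1246 lower). The stricter threshold, the fold change and the smaller number of genes after thinning lower a count by construction. The cause was not tested for the others. Correlations between libraries of the same number were -0.0388 to 0.106 in the 4AP experiment and -0.105 to 0.0887 in the demyelination experiment. Other pairs were at -0.122 to 0.0777 and -0.251 to 0.172. Most same-number values lay within these ranges, but that of number 5 in the 4AP experiment was above all other pairs. With 5 such values per experiment, a pairing by replicate number was not shown and cannot be excluded. The count ranged from 271 to 2140 across the 10 fits that each left out 1 library, lowest without control 2 and highest without control 5 (1155 higher and 985 lower). With library totals in place of TMM, 618 passed, 411 higher and 207 lower. Among the 674, 154 were higher and 520 lower, while 5 settings had more genes higher than lower. These were voom, limma, the prefix as the split, leaving out control 5 and library totals. The median of all genes, 0.19 on the log2 scale, was 0.55 with library totals, 0.33 with voom and 0.76 with limma.

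For demyelination, 0 genes passed, 7 without a filter and 1 with DESeq2's Wald test, and 0 to 1 across the fits that left out 1 library. For the difference, 66 passed, 14 higher and 52 lower. The count was 114 without a filter, 122 with the Wald test, 646 with voom (372 higher and 274 lower), 3 at 0.01, 7 against a fold change of 1.5, 39 with exon reads, 4 with limma on the scaled values (all higher), 8 with the replicate block (5 higher and 3 lower), 0 with the prefix as a term and 13 without demyelination control 1 and thinned. Library totals gave 70, of which 60 were higher and 10 lower. It ranged from 3 (without demyelination control 2) to 738 (without 4AP control 5, 383 higher and 355 lower) across 20 such fits. Between the controls, 517 passed, 283 higher and 234 lower. Library totals gave 237 higher and 289 lower. The count was 983 without a filter, 289 with at least 10 reads in every library of a group, 966 with voom (432 higher and 534 lower), 2.5e+02 at 0.01 (133 higher and 119 lower), 289 against a fold change of 1.5, 208 with exon reads and 23 with limma on the scaled values, and 385 to 1185 across the fits that left out 1 library, lowest without demyelination control 2 and highest without 4AP control 5. The cause was not tested. Thinning to the smallest library was not run for these 3 comparisons, since demyelination control 1 held 1180 reads. Leaving that library out also makes the control group smaller. A limit set by its depth on which genes could be tested was therefore not shown separately.

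The correlation of both responses was 0.0767 with genes of at least 50 reads, and -0.0389 (without demyelination 3) to 0.112 (without demyelination 1) across the fits that left out 1 library. Of the lists for 4AP, 2 passed, 0 with the correlation estimated, 4 with fry, 4 with the permutation of list means and 2 to 3 without 1 library. For demyelination 0 passed, and 0 to 1 without 1 library, with 1 without demyelination control 1. For the difference 0 passed, 1 with the replicate block and 0 to 3 without 1 library, with 3 without demyelination control 1.

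Leaving out 1 library, the difference in total reads ranged from 410521 to 757518 for 4AP and from -87545.6 to 785118 for demyelination, in genes detected from 7590.6 to 10223 and from -2949 to 1567, and in mitochondrial share from 2.43 to 6.39 and from 0.272 to 6.12 points. An unadjusted exact p under 0.05, not seen with all libraries, was reached in 4AP at 731434 and 757518 reads, without control 5 and without 4AP 1, and at 6.39 points, without control 5, and in demyelination at 6.12 points, without demyelination 3. Adjusted over the 6 tests, these 4 were at 0.0714 to 0.0794. Of the 60 fits 1 passed after adjustment, that of genes detected in 4AP without control 5 (adjusted p = 0.0476).

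With the prefix as a term the sign was reversed for klf2a (0.0145) and xbp1 (0.14) in 4AP and for cox6a2 (1.24), rtkn2b (0.17) and gcnt3 (0.64) in the difference. The cause of these reversals was not tested. With limma on the scaled values it was reversed for rtkn2b (0.85) and gcnt3 (0.10). Those values count exon reads alone, and 99.9% and 99.7% of the reads of rtkn2b and gcnt3 were in introns. That setting therefore left out nearly all reads behind both differences. For the 23 genes named in 4AP, 226 of 316 results under alternatives other than leaving out a library kept direction and side of the threshold and 88 were weaker. For the 9 named in the difference these numbers were 80 and 40 of 125.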

Other observations

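Tests chosen only after the result was seen were those of the P2 libraries and the P1 controls at the genes that did not follow depth, of transcripts of other tissues, of the prefix between the control groups, of intron share, and of a source in 8 libraries alone. The smallest number of further genes needed to judge the first pattern was also set after values were seen.

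In the demyelination experiment 9 genes (gramd1ba, trip13, cep85l, atp6v0cb, sema3gb, zgc:162297, si:dkey-25o16.4, BX942825.1 and the entry GPR17) had at most 2 times their median reads in demyelination 5, whose depth was 42.4 times the median of the others. The other genes of at least 50 reads had a median of 37.5 times. The total behind the deposited scaled values exceeded the listed exon reads by 88599 to 273467 in the 8 libraries that held these reads, by 6133 in demyelination 3 and by 470 in demyelination control 1. In the 10 libraries of the 4AP experiment it did so by 69929 to 186961. The sum of 4 in demyelination control 1, whose total of 1180 reads is below the lowest sum of 1657, argues against a fixed amount of reads in each library but demyelination 3. A fixed amount of reads from another source in those 8 libraries is a candidate explanation. It predicts that further such genes, chosen without demyelination 3, are near 0 there. Only 2 further genes were found, sptssb and si:dkey-206p8.1. Their reads in demyelination 3 were a median of 4.79% of those in the other libraries, against 45.5% for 876 genes that followed depth, of which 66 (7.53%) were under 10%. This goes the way the explanation predicts, but 2 genes are too few to decide. Among the P2 libraries the median slope of log2 reads on log2 depth was 0.741 for the 9 genes and 1.03 for 119 others. Among the 4 P1 controls their summed reads were 291 to 348, highest in the shallowest library, control 4. The median slope there was 0.0192 for the 9 genes and 0.936 for 1493 genes with reads in the same range, and 0.21% of 10000 random sets of 9 such genes had a median as low. Without control 4 the slopes were 0.607 and 0.745, and 36.4% of sets were as low. The P1 result goes the way a shared source predicts but rests on that 1 library, which leaves open whether the same source reached the 4AP experiment. No biological explanation was tested.

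Abundant transcripts of other tissues were present in the sorted cells. From lists of 10 genes each, written before their test, 28 of the 30 genes of exocrine pancreas, epidermis and skeletal muscle had a higher mean than olig2 (84.9 CPM) over the 19 libraries other than demyelination control 1. The highest of each list were ela2l at 4063 (pancreas), krt4 at 2434 (epidermis) and mylpfa at 1202 (muscle). RNA from such cells is a candidate source. Of the red blood cell list 4 of 10 genes were above olig2, led by hbae1.1 at 593, which leaves that source open. Of the 40 genes 0 were in the 9 lists tested in the comparisons. Whether OPCs express these genes was not assessed. The pancreas genes took 0.650% of reads in 4AP 2 (95% Wilson interval 0.635 to 0.665) to 4.34% in 4AP control 2 (4.27 to 4.42). Their share was 1.1% ± 0.389 in 4AP and 2.61% ± 1.11 in its control (SD, n = 5, exact permutation p = 0.0238), which did not pass after adjustment over 8 tests (adjusted p = 0.190). The difference followed the prefix. The share was 2.1% to 4.34% in the 4 P1 controls and 0.650% to 1.5% in the P2 libraries. Control 5, at 1.37%, lay inside the range of the 4AP libraries, and no replicated test within a prefix was possible. The red blood cell share also separated the prefixes, in the other direction, at 0.0352% to 0.108% in the P1 controls and 0.154% to 0.614% in the P2 libraries, with control 5 the highest. Between 4AP and its control that share gave an exact permutation p of 0.373 (n = 5, adjusted p = 0.597). The epidermis and muscle shares overlapped between the prefixes.

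Between the control groups 2 of 100 splits of the 10 libraries gave as many calls as the 517 observed. The other exchanged 4AP control 5 and demyelination control 1 and gave 740. Without control 5, 1185 genes passed, so the control named P2 may have differed from those named P1. As P3 holds the whole demyelination experiment, experiment and prefix cannot be told apart. The correlation of both responses was reached in size by 98 of 100 relabellings.

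Genes called higher in 4AP had a median of 65.4% of their reads in introns, and those called lower 3.15%. If a higher intron share of whole libraries were the cause, the 4AP libraries would have the higher share. It was 24.3% to 29.8% in 4AP, 34.3% to 38.5% in the 4 P1 controls and 20.5% in control 5. Against the P1 controls alone, the 1155 genes higher in 4AP had a median of 39.1% of reads in introns and the 985 lower ones 3.82%, while the libraries differed by -10.0 points (exact permutation p = 0.00794, n = 5 and 4). This argues against the intron share of libraries as the cause of that part. Over all 5 controls the difference was -6.82 points (exact permutation p = 0.0873, n = 5). Control 5, the single control of P2, lay below all 5 4AP libraries, the way the explanation predicts, so within P2 the question stays open.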
